A study of Mus musculus with 7 samples. Its data were reported in "C/EBPα Is Required for Long-Term Self-Renewal and Lineage Priming of Hematopoietic Stem Cells and for the Maintenance of Epigenetic Configurations in Multipotent Progenitors" (2014).

How the data were processed

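Gene expression was measured in hematopoietic stem cells (HSCs) sorted by FACS from the bone marrow of female C57BL/6 mice. The sort kept cells without lineage markers that carried Sca1, c-Kit and CD150 and lacked CD48. The mice carried Cebpa alleles flanked by loxP sites, either alone (Cebpa fl/fl, 3 arrays) or together with the Mx1Cre transgene (Cebpa Δ/Δ, 4 arrays). Mx1Cre is switched on by interferon, and all mice of both genotypes received the interferon inducer pIpC and were killed at day 18. The series' design counts 3 and 4 mice, as many as there are arrays. The labels describe the preparation as triplicates per genotype, whereas the samples themselves number 3 and 4. Arrays are named here by genotype and by the replicate number in the labels.

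RNA was amplified from small amounts of total RNA with a NuGEN kit, labelled with biotin and hybridised to Affymetrix Mouse Gene ST arrays, which carry probes along the whole transcript. The authors computed the deposited intensity values with the Robust Multichip Average (RMA), which corrects background, gives all arrays the same distribution of probe values and summarises the probes of a probe set, so a difference in total RNA per cell would not be seen. The study's methods name Partek Genomics Suite for this step, and the submitters' processing notes name RMA and affy without versions. The deposited values were on a linear scale, from 1.51 to 9840, with array medians between 46.2 and 50.4. The planned test had assumed log2 values, so log2 was taken of every value without a pseudocount. The number of arrays limits the precision.

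The file held 35556 probe sets. The annotation table paired 21789 of them with 1 gene symbol and 1621 with several, and 12146 were unnamed here. Symbols were brought up to date through the Entrez gene number for 21698 probe sets, with a RefSeq gene table of the assembly GRCm38.p6. No gene was named from a probe set with several symbols. Of the 999 genes with more than 1 probe set, the probe set with the highest mean over the 7 arrays was used, and 0 genes had probe sets past the study's thresholds in opposite directions. This left 19938 genes. 0 columns of per-sample values were left unused.

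Genotypes were compared with lmFit and eBayes in limma 3.58.1 (R 4.3.3), Cebpa Δ/Δ minus Cebpa fl/fl, with genotype as the only term, all 7 arrays and Benjamini-Hochberg adjustment at 0.05. Counts are also given at the thresholds stated in the study, an unadjusted p under 0.05 and a change over 1.5-fold, which were read here from limma's p because the study does not name its own test for the arrays. Values are given as log2 means ± SD per genotype or as log2 fold changes with the standard error (SE) of the fit. Single values were compared with an exact two-sided permutation test over all 35 splits of the 7 arrays, whose smallest possible p is 0.0286.

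36 gene lists were fixed before the data were examined, together with the design, the alternatives and the rule for named genes. Of these, 32 were tested with camera (preset correlation of 0.01 between genes, at least 5 measured genes), which compares a list with all other genes, and were repeated with an estimated correlation and with fry. A list score is the mean over a list's genes of the log2 value minus that gene's mean over the 7 arrays. Most lists came from textbook knowledge of HSCs, blood lineages, other cell types that a sort could carry, the cell cycle, stress, metabolism and chromatin. The stemness signature and the genes nearest to C/EBPα-bound regions in LSK cells (lineage-negative, Sca1+, c-Kit+ progenitors) came from the study's supplement. Some directions in the study's text and figures, and its values for some genes, among them Ngp, Lcn2 and Hmox1, had been read before the lists were written. The 9 measured genes in the study's text and the 9 it measured by qPCR were partly chosen on these same arrays and received no set test. Bound genes were compared with changed genes by Fisher's exact test, two-sided, against all genes tested.

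The named genes were Cebpa, the C/EBP family and the genes in the study's text or qPCR. A list of sort gate antigens, which also held Flt3, was named as well. Others were the 12 highest and 12 lowest log2 fold changes among genes past the study's thresholds whose arrays did not overlap between genotypes. From each tested list the 4 members with the smallest p were named and, for lists of other cell types, the 3 most abundant. Because 0 genes passed the adjusted threshold, all of the highest and lowest genes were filled in from the study's thresholds, as the rule allowed. Other genes named because a count was small, or in the closing observations, were chosen after their values were seen.

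The fit was tested on simulated data with the means and spreads of these 19938 genes and independent noise. It recovered 42% of the genes changed 1.5-fold, 68% of those changed 2-fold, 92% of those changed 4-fold and 98% of those changed 16-fold at the adjusted threshold, with 50 genes per size. At the study's thresholds it recovered 38%, 98%, 98% and 100%. Among 19738 unchanged simulated genes, 124 passed the study's thresholds and 14 the adjusted one. In the real data 0 genes passed the adjusted threshold, although S100a9 had a log2 fold change of -5.24. Its SD was 1.63 in Cebpa Δ/Δ HSCs. The simulated percentages therefore need not hold for the genes that changed most here. The adjusted count of 0 does not show that few genes changed. The alternatives were another scaling (array medians subtracted, cyclic loess), low values raised to the percentile 25, genes above the median level only, the mean of a gene's probe sets, every probe set, other variance models, array weights, the replicate number as a block, each array left out in turn and other list tests. 1 alternative was chosen after seeing the data, leaving out the 2 arrays that correlated least with the others. Slide and scan date were not given in the sources used here, so no such batch was tested. The study's transplantation and cell cycle data were not used here. Of its ChIP-seq, only the genes listed nearest to C/EBPα-bound regions were used.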

Results

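Gene expression was compared between HSCs of 3 Cebpa fl/fl and 4 Cebpa Δ/Δ mice at day 18 after pIpC. Cebpa encodes C/EBPα, a transcription factor required for granulocyte development, and the comparison asks which genes differ in HSCs once Cebpa has been deleted. The 7 arrays covered 19938 genes, and their median intensities lay between 46.2 and 50.4. Mean correlations with the other arrays ranged from 0.979 (fl/fl 1 and Δ/Δ 3) to 0.985 (Δ/Δ 2 and Δ/Δ 4), and no pair of arrays held identical values. The first principal component of the log2 values separated the genotypes, with scores of -25.3, -13.5 and -24.4 in Cebpa fl/fl 1 to 3 and of 24.6, 7.14, 28.5 and 3.11 in Cebpa Δ/Δ 1 to 4. The second held 23.3% of the variance and was highest in fl/fl 1 (29.0) and Δ/Δ 3 (20.9).

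The targeted gene itself was lower in the Cebpa Δ/Δ arrays. Cebpa (probe set 10552140) measured 5.64 ± 0.11 (SD, n = 3) in Cebpa fl/fl and 5.22 ± 0.08 (SD, n = 4) in Cebpa Δ/Δ HSCs on the log2 scale, a log2 fold change of -0.41 (SE 0.07). All 4 Cebpa Δ/Δ arrays (5.11, 5.24, 5.27 and 5.27) lay below all 3 Cebpa fl/fl arrays (5.54, 5.75 and 5.63), with an exact two-sided permutation p of 0.0286, the smallest that 7 arrays allow. The adjusted p over all genes was 0.337. Both genotypes lay below the median gene level of 5.86, so the probe set was dim in either. The loxP sites flank nearly the whole transcribed gene, from the 5' untranslated region to beyond the polyadenylation signal, so probes within the transcript lie almost entirely in the deleted segment. The genome build behind the probe sets was not given in the sources used here, so no coordinates are printed.

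Among genes past the study's thresholds whose arrays did not overlap between genotypes, neutrophil genes such as S100a9 and Ngp had the lowest log2 fold changes in Cebpa Δ/Δ HSCs, and the highest included Dntt and the erythroid genes Slc4a1, Rhag, Cldn13, Kel and Rhd. At the study's thresholds 314 genes were higher and 123 were lower in Cebpa Δ/Δ HSCs, and in 257 and 85 of these the arrays of both genotypes did not overlap. The highest log2 fold changes among these non-overlapping genes were those of Dntt (3.71, SE 0.38), which adds nucleotides at V(D)J junctions, the metallothionein Mt2 (3.16, SE 0.62), the erythrocyte anion exchanger Slc4a1 (3.08, SE 0.36), the Rh-associated glycoprotein Rhag (3.08, SE 0.51), Cldn13 (2.97, SE 0.74), the tetraspanin Tspan8 (2.96, SE 0.52), the blood group genes Kel (2.76, SE 0.55) and Rhd (2.76, SE 0.59), the microRNA Mir377 (2.75, SE 0.45), Cd48 (2.75, SE 0.58), Atp1b2 (2.73, SE 0.44) and Tspo2 (2.73, SE 0.59). The lowest were the calprotectin subunits S100a9 (-5.24, SE 0.88) and S100a8 (-5.20, SE 0.77), followed by Ngp (-5.14, SE 0.60), Lcn2 (-5.12, SE 0.55), Chil3 (-4.56, SE 0.59), Camp (-3.98, SE 0.59), Ltf (-3.36, SE 0.63), Ifitm6 (-2.78, SE 0.56), the elastase gene Elane (-2.24, SE 0.82), Ly6a2 (-1.88, SE 0.30), the neutrophil antigen gene Ly6g (-1.84, SE 0.34) and Mir302a (-1.52, SE 0.60). The log2 fold changes of Elane and Mir302a depended most on fl/fl 2, at -1.23 and -0.79 without it. Elane missed an unadjusted p of 0.05 without Δ/Δ 1, Δ/Δ 2, Δ/Δ 4 or fl/fl 1 (limma p 0.0584 to 0.0761), at values from -2.45 to -2.08. Mir302a missed it without Δ/Δ 2, Δ/Δ 3, Δ/Δ 4 or fl/fl 2 (0.0634 to 0.0998), at values from -1.54 to -1.31 without the Δ/Δ arrays. A fit with fewer arrays also has less power. Here and below, a missed p alone therefore does not show that a gene depended on the array left out. Mir302a was dim, and with low values raised to the percentile 25 it was at -0.48 (limma p 0.263), while Elane stayed at -2.24 (0.0502). Mir377 was dim in Cebpa fl/fl HSCs (3.22), and its log2 fold change was as low as 1.86 over the alternatives. Dntt was dim there too (3.73), with log2 fold changes from 3.31 to 4.04 over the alternatives. Chil3 (3.95), Ifitm6 (3.90), Ly6a2 (4.01) and Ly6g (3.65) were dim in Cebpa Δ/Δ HSCs. The sizes of their log2 fold changes are therefore less certain, and were as small as -4.09, -2.37, -1.57 and -1.37 over the alternatives.

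No gene reached an adjusted p under 0.05 in limma (0 higher, 0 lower, smallest adjusted p 0.207), while 877 genes were higher and 615 lower at an unadjusted p under 0.05, against 996.9 expected by chance in all. limma without moderation of the variance also called 0 and 0. Over all genes, 5.97% had arrays that did not overlap between genotypes, against 5.71% by chance. The adjusted counts depended on single arrays: without Δ/Δ 2 the gene 1700006J14Rik passed (log2 fold change 2.48), without Δ/Δ 4 Dntt passed (4.04), and without fl/fl 3 the 3 genes Igkv10-96 (-6.61), Ly6g (-2.30) and Wfdc21 (-1.48) passed. These and the genes named below for small counts outside the naming rule were chosen after their values were seen. With only the 9969 genes above the median level, 3 genes were higher (1700006J14Rik 2.25, Mfsd2b 1.81 and Slc4a1 3.08) and 2 lower (Lcn2 -5.12 and Ngp -5.14), each at an adjusted p of 0.0491. Leaving out fl/fl 1 and Δ/Δ 3, the arrays that correlated least with the others, lowered the counts at the study's thresholds to 169 and 97. Counted over every probe set of the file, named or not, 469 were higher and 499 lower. Of 130 named genes with an unadjusted p under 0.05, 77 stayed under it whichever single array was left out and 53 did not. With fl/fl 1 and Δ/Δ 3 both left out 54 named genes lost it, among them Cldn13, Elane, Mir302a, Anxa3, Blvrb, Flt3, Gzma, Gzmb, Cd74, Cxcl12, Pear1, Ccne1, E2f8, Fbxw7, Emilin2, Ifit1, Dusp6, Rgs1, Vldlr, Stard4, Mvd, Cox6a1 and Knl1 (limma p 0.0527 to 0.144), and with low values raised to the percentile 25, 12 did.

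**Figure D1:**
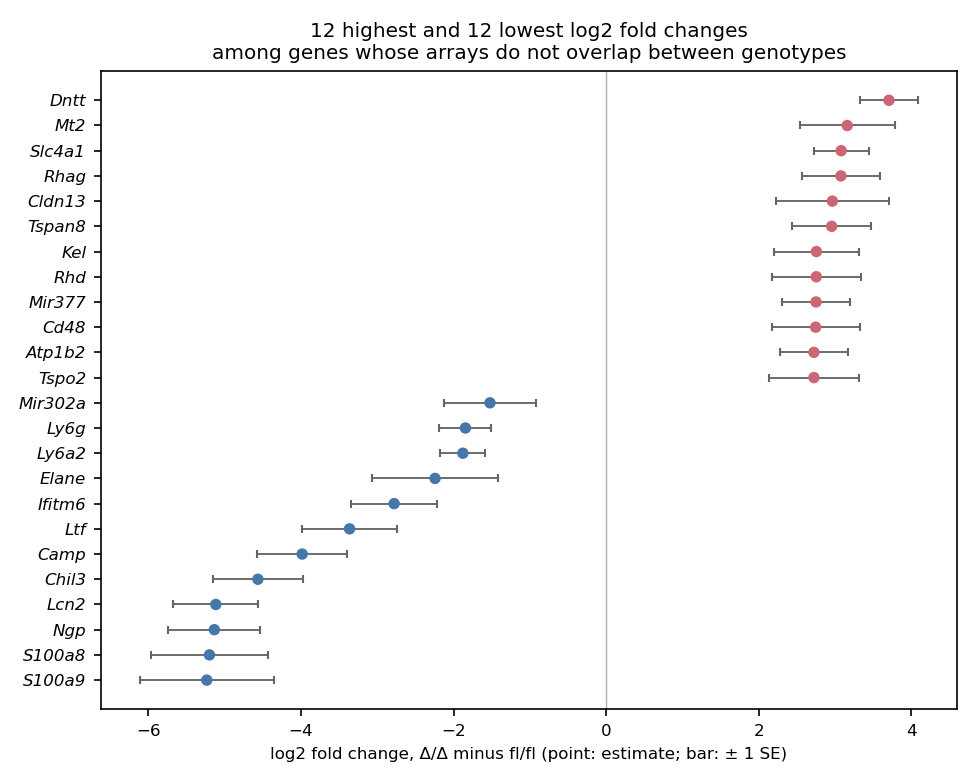
Log2 fold changes (Cebpa Δ/Δ minus Cebpa fl/fl, horizontal axis) of the 12 highest and 12 lowest genes at the study's thresholds whose arrays did not overlap between genotypes; points are limma estimates and bars 1 SE either way, from 3 and 4 arrays. Neutrophil genes reach -5.24 (S100a9) and the highest value is that of Dntt (3.71), and none of these genes passes the adjusted threshold.

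The 32 tested gene lists asked which lineages and processes differ as groups. 11 lists were higher and 5 lower in Cebpa Δ/Δ HSCs by camera with its preset correlation, and 0 and 0 with an estimated correlation. fry, which tests whether a list's genes move on balance in 1 direction without comparing them with other genes, called 5 lists higher and 1 lower: erythroid, heme breakdown and iron handling, early lymphoid, macrophage and dendritic cell, and interferon response higher, and mature neutrophil lower. The list score had an exact permutation p of 0.0286, the smallest possible, for 9 lists, and for 0 of the 32 after adjustment (0.102). With array medians subtracted, 8 lists were lower rather than 5.

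Mature neutrophil genes were lower in Cebpa Δ/Δ HSCs. Of 30 measured genes 17 were lower at the study's thresholds and none higher; 0 passed over all genes and 15 adjusted over the list alone. The mean log2 fold change was -1.57, which camera called lower (adjusted p = 3.47e-17, and adjusted p = 0.134 with an estimated correlation). Over the 12 members above the median level of all genes the mean was -2.96 (adjusted p = 1.17e-15). S100a9 measured 11.85 ± 0.56 (SD, n = 3) in Cebpa fl/fl and 6.62 ± 1.63 (SD, n = 4) in Cebpa Δ/Δ HSCs, and the siderophore-binding lipocalin Lcn2 measured 9.94 ± 1.18 and 4.83 ± 0.46. List scores were 0.94, 1.38 and 0.37 in Cebpa fl/fl 1 to 3 and -0.80, -0.77, -0.47 and -0.64 in Cebpa Δ/Δ 1 to 4. Neutrophils carry lineage markers and the sort would remove them, and 1 gene of the list, Ly6g, is also a sort gate antigen. Genes of granulocyte-monocyte progenitors did not differ as a group (mean -0.17, camera adjusted p = 0.106). Of their 42 measured genes Cst7 (1.55, SE 0.33) and Ly86 (1.37, SE 0.50) were higher at the study's thresholds, Elane (-2.24), Hp (-1.39, SE 0.47) and Anxa3 (-1.21, SE 0.38) lower, and 0 passed adjusted over the list alone or over all genes. This list was lower without fl/fl 1 (mean -0.23, adjusted p = 0.0148), without fl/fl 3 (-0.35, adjusted p = 0.00177) or with array medians subtracted (-0.13, adjusted p = 0.00706), but its mean turned positive without fl/fl 2 (0.06, adjusted p = 0.874). The list scores of fl/fl 1 to 3 were -0.02, 0.57 and -0.25. Elane missed an unadjusted p of 0.05 without Δ/Δ 1, Δ/Δ 2, Δ/Δ 4 or fl/fl 1 (limma p 0.0584 to 0.0761) and was at -1.23 without fl/fl 2, and Anxa3 missed it without fl/fl 1 (0.0679) or fl/fl 2 (0.0665).

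Erythroid genes were higher in Cebpa Δ/Δ HSCs, with 29 of 38 measured genes higher at the study's thresholds and none lower. 0 passed over all genes and 30 adjusted over the list alone, and the mean log2 fold change was 1.41 (camera adjusted p = 5.52e-28, and adjusted p = 0.134 with an estimated correlation). Besides the red cell membrane genes named above, Ank1, which anchors the red cell skeleton, had a log2 fold change of 1.94 (SE 0.31), Mfsd2b one of 1.81 (SE 0.20), and the erythroid transcription factor genes Klf1 and Gata1 of 2.11 (SE 0.39) and 1.52 (SE 0.31). Of 13 genes of heme synthesis, 9 were higher and none lower, 9 adjusted over the list alone and 0 over all genes (mean 0.84, adjusted p = 1.86e-10, and adjusted p = 0.223 with an estimated correlation). They include Alas2 (2.20, SE 0.35), the erythroid form of the first enzyme of the pathway, the coproporphyrinogen oxidase Cpox (1.35, SE 0.28) and the ferrochelatase Fech (1.19, SE 0.24). Of 19 genes of heme breakdown and iron handling, 6 were higher, 7 adjusted over the list alone and 0 over all genes (mean 0.55, adjusted p = 2.64e-06, and adjusted p = 0.104 with an estimated correlation), among them the heme oxygenase Hmox1 (2.08, SE 0.37), the biliverdin reductase Blvrb (1.93, SE 0.47) and the transferrin receptor Tfrc (1.29, SE 0.32). The erythroid list shares 3 genes with heme synthesis and 2 with heme breakdown. Erythroid list scores differed within Cebpa Δ/Δ HSCs, at 1.04, 0.28, 0.85 and 0.24 in arrays 1 to 4, against -1.03, -0.36 and -1.02 in Cebpa fl/fl 1 to 3, and those of heme synthesis were 0.73, 0.08, 0.62 and 0.02 in the same Cebpa Δ/Δ arrays.

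Early lymphoid genes were higher in Cebpa Δ/Δ HSCs (mean 0.40, camera adjusted p = 4.53e-07, and adjusted p = 0.104 with an estimated correlation). Of 38 measured genes 5 were higher at the study's thresholds and none lower, namely Dntt, the interleukin 7 receptor gene Il7r (1.85, SE 0.26), Cd7 (1.87, SE 0.33), the integrin gene Itgal (0.75, SE 0.14) and the cytokine receptor gene Flt3 (0.69, SE 0.23); 7 passed adjusted over the list alone and 0 over all genes. Without fl/fl 1, Flt3 had a limma p of 0.0649, and with low values raised to the percentile 25, Il7r, dim in Cebpa fl/fl HSCs, was at 1.13. Mature T and NK cell genes were also higher (mean 0.29, adjusted p = 5.44e-05, and adjusted p = 0.133 with an estimated correlation). Of these 30 genes the chemokine gene Ccl5 (1.57, SE 0.23), the granzyme genes Gzmb (1.34, SE 0.42) and Gzma (0.92, SE 0.32) and Klrd1 (1.33, SE 0.53) were higher at the study's thresholds, and Ccl5 alone passed adjusted over the list alone, with 0 over all genes. The most abundant genes of the list, Thy1 (0.21, SE 0.15), Lat (-0.05, SE 0.16) and Gata3 (-0.44, SE 0.34), did not pass the study's thresholds. Lat was at -0.29 (limma p 0.0152) without fl/fl 1 and Δ/Δ 3. All of them were already high in Cebpa fl/fl HSCs (8.39, 8.20 and 7.77), and Thy1 is also in the stemness signature. They therefore say little about T or NK cells in the sorts. Over the alternatives Thy1 ranged from 0.08 to 0.26 and Gata3 from -0.59 to -0.13, and neither reached an unadjusted p under 0.05. Gzmb missed an unadjusted p of 0.05 without fl/fl 1 (limma p 0.0681) or fl/fl 3 (0.0567), and Gzma without Δ/Δ 1 (0.0653), fl/fl 2 (0.0817) or fl/fl 3 (0.0700). With low values raised Gzma was at 0.50 (0.182), and without fl/fl 1 and Δ/Δ 3 Gzmb was at 0.88 (0.102). Mature B cell genes did not differ as a group (24 genes, mean 0.13, adjusted p = 0.128), with Spib (1.03, SE 0.28) and Cd74 (0.64, SE 0.20) higher at the study's thresholds and 0 adjusted over the list alone or over all genes; without Δ/Δ 4 this list was higher (mean 0.16, adjusted p = 0.0196), and Cd74 missed an unadjusted p of 0.05 without fl/fl 1 (0.0578) or fl/fl 2 (0.0574).

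Macrophage and dendritic cell genes were higher in Cebpa Δ/Δ HSCs, 6 of 29 at the study's thresholds and none lower, 3 adjusted over the list alone and 0 over all genes (mean 0.53, camera adjusted p = 2.64e-10, and adjusted p = 0.122 with an estimated correlation). The complement genes C1qc and C1qb had log2 fold changes of 2.02 (SE 0.43) and 1.81 (SE 0.41) and the lysosomal protease gene Lgmn of 0.78 (SE 0.18), while the most abundant members Ctsd (0.28, SE 0.16), Ctsb (0.22, SE 0.10) and Cd68 (0.43, SE 0.26) did not pass. Ctsb reached an unadjusted p under 0.05 without Δ/Δ 4 (limma p 0.0129) or fl/fl 1 (0.0417), with array medians subtracted (0.0420) or with array weights (0.0499), and Cd68 did without fl/fl 3 (0.0467). The log2 fold change of Cd68 was as low as 0.10 over the alternatives. Over the 9 members above the median level of all genes the mean of the list was 0.84 (adjusted p = 1.26e-06). The list scores of Cebpa Δ/Δ 1 to 4 were 0.46, 0.00, 0.41 and 0.03, the same arrays 1 and 3 being high as for the erythroid list. Mast cell, basophil and eosinophil genes did not differ as a group (23 genes, mean 0.18, adjusted p = 0.471). The mast cell protease gene Cpa3 (2.66, SE 0.50) and Gzmb were higher there, Cpa3 passed adjusted over the list alone, and 0 passed over all genes. Endothelial and stromal genes did not differ either (30 genes, mean 0.15, adjusted p = 0.0565). Sparc (1.17, SE 0.43), the chemokine gene Cxcl12 (1.15, SE 0.41) and the growth factor receptor gene Pdgfrb (0.94, SE 0.17) were higher at the study's thresholds, Pdgfrb passed adjusted over the list alone, and 0 passed over all genes. This list was higher with array medians subtracted (adjusted p = 0.0464) or cyclic loess (adjusted p = 0.0491), without Δ/Δ 1 (adjusted p = 0.0304), without Δ/Δ 2 (adjusted p = 0.0390) or without fl/fl 2 (adjusted p = 0.0229), and Cxcl12 missed an unadjusted p of 0.05 without Δ/Δ 1, Δ/Δ 3, Δ/Δ 4, fl/fl 1 (0.71) or fl/fl 3 (limma p 0.0519 to 0.0840). Gzmb missed it without fl/fl 1 (0.0681) or fl/fl 3 (0.0567). Megakaryocyte and platelet genes did not differ (33 genes, mean -0.12, adjusted p = 0.117), with the signalling gene Plek (0.92, SE 0.21) higher, Pear1 (-0.59, SE 0.20) and Tmem40 (-0.59, SE 0.23) lower and 0 adjusted over the list alone or over all genes. They share 19 genes with the stemness signature and were lower without Δ/Δ 2 (mean -0.18, adjusted p = 0.0134) or with array medians subtracted (-0.07, adjusted p = 0.0234), while Pear1 missed an unadjusted p of 0.05 without Δ/Δ 1, Δ/Δ 3, fl/fl 1 or fl/fl 3 (0.0535 to 0.0887).

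**Figure D2:**
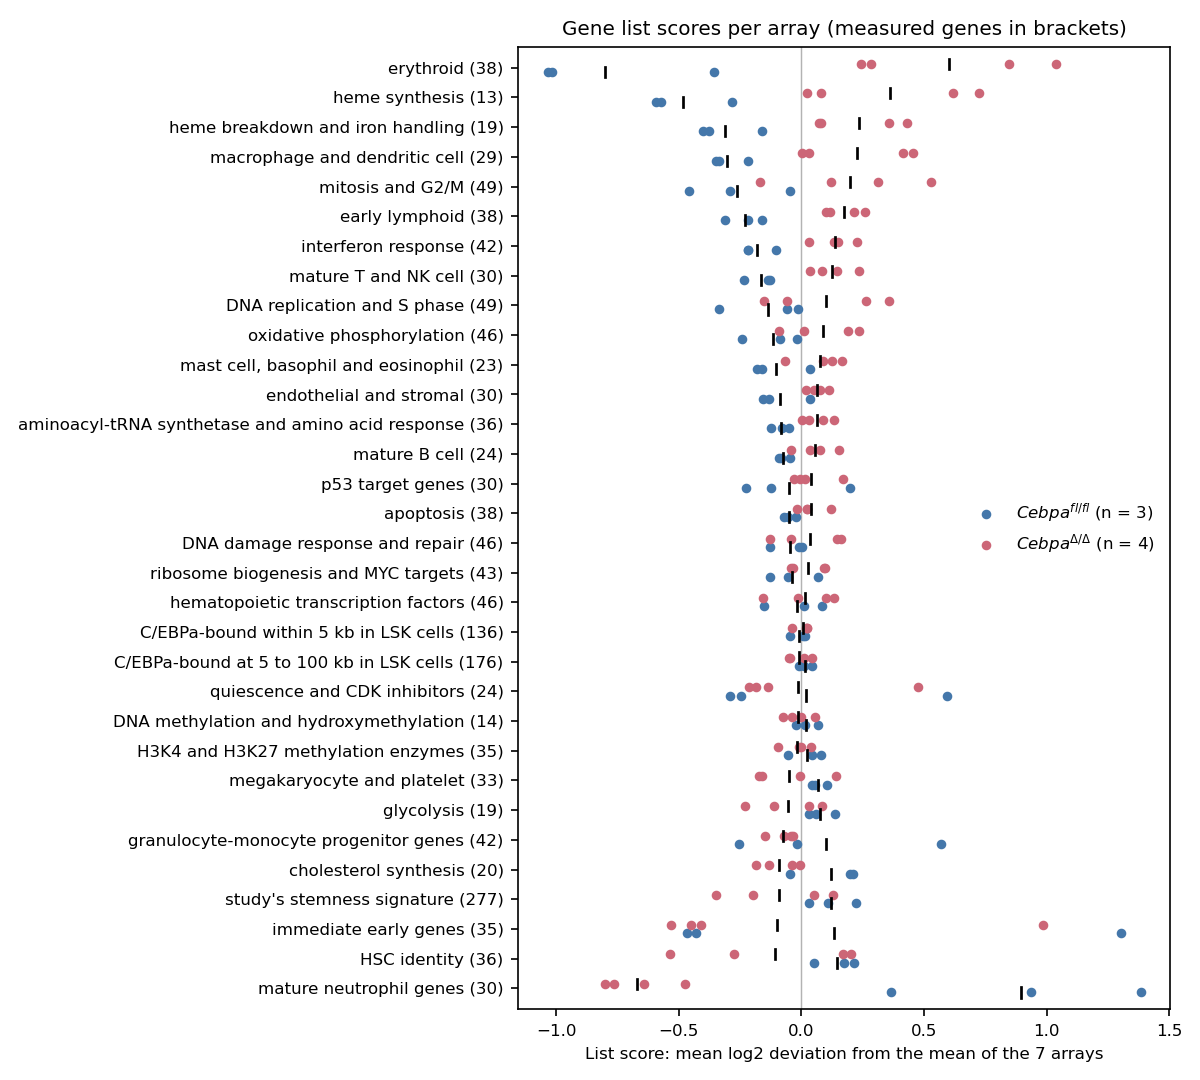
Score of each tested gene list (rows, measured genes in brackets) on each array, as the mean log2 deviation from the mean of the 7 arrays; points are arrays, 3 Cebpa fl/fl and 4 Cebpa Δ/Δ, and black bars are genotype means. The erythroid scores lie between 0.24 and 1.04 in Cebpa Δ/Δ and between -1.03 and -0.36 in Cebpa fl/fl HSCs, the neutrophil scores are apart the other way, and the immediate early genes are high in 1 array of each genotype (0.99 in Δ/Δ 4, and fl/fl 3).

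Genes of HSC identity were lower in Cebpa Δ/Δ HSCs as a group (36 genes, mean -0.25, camera adjusted p = 0.000103, and adjusted p = 0.524 with an estimated correlation). Of these, 31 had a negative log2 fold change, and the receptor tyrosine kinase gene Tie1 was the only one lower at the study's thresholds (-0.79, SE 0.21), with none higher and 0 adjusted over the list alone or over all genes. The study's stemness signature, which shares 19 genes with this list, was lower as well (277 genes, mean -0.21, adjusted p = 7.12e-12, and adjusted p = 0.368 with an estimated correlation). In it 13 genes were lower at the study's thresholds, and 1, the noncoding RNA gene Meg3 (2.17, SE 0.39), was higher; 0 passed adjusted over the list alone or over all genes. Pdlim7 (-0.51, SE 0.07), Ltbp3 (-0.54, SE 0.11) and Obsl1 (-0.34, SE 0.08) had the smallest p among its lower members. Both lists depended on Δ/Δ 3, without which the means were -0.11 (adjusted p = 0.0298) and -0.13 (adjusted p = 2.32e-06), and the mean of HSC identity was -0.16 (adjusted p = 0.00393) without both fl/fl 1 and Δ/Δ 3. The HSC identity scores were -0.27 and -0.53 in Δ/Δ 1 and Δ/Δ 3, the arrays with the highest erythroid scores, and 0.20 and 0.17 in Δ/Δ 2 and Δ/Δ 4, against 0.05, 0.17 and 0.21 in Cebpa fl/fl 1 to 3. The stemness scores of Δ/Δ 1 to 4 were -0.20, 0.13, -0.35 and 0.05.

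Cell cycle genes were compared because the study asks whether HSCs without Cebpa remain quiescent. Genes of mitosis were higher in Cebpa Δ/Δ HSCs, 13 of 49 at the study's thresholds and none lower (mean 0.46, camera adjusted p = 2.66e-15, and adjusted p = 0.321 with an estimated correlation), with 0 adjusted over the list alone or over all genes. The chromosomal passenger gene Birc5 (0.95, SE 0.19), the centromeric histone gene Cenpa (0.73, SE 0.18) and the kinesin gene Kif4 (0.78, SE 0.22) had the smallest p. DNA replication genes were higher too (49 genes, mean 0.24, adjusted p = 1.11e-05, and adjusted p = 0.524 with an estimated correlation), with E2f2 (1.10, SE 0.25), Ccne1 (1.16, SE 0.35) and E2f8 (1.05, SE 0.33) higher at the study's thresholds and 0 adjusted over the list alone or over all genes. Without fl/fl 3 the replication list was not called (mean 0.14, adjusted p = 0.0549), and without Δ/Δ 1 its mean was 0.15. Ccne1 missed an unadjusted p of 0.05 without fl/fl 1 (limma p 0.0566) or fl/fl 3 (0.0563), as did E2f8 (0.0579 and 0.0530). Quiescence genes and CDK inhibitors did not differ as a group (24 genes, adjusted p = 0.731). Their mean (-0.03) and median (-0.07) were below 0 while camera's direction was up. Over the alternatives the mean ranged from -0.20 to 0.25, so its sign depended on the setting, without a call in any. Of the 24 genes Fbxw7 (-0.65, SE 0.23) was lower at the study's thresholds, and 0 passed adjusted over the list alone or over all genes. Fbxw7 missed an unadjusted p of 0.05 without Δ/Δ 1, Δ/Δ 4, fl/fl 1 or fl/fl 2 (limma p 0.0547 to 0.0883), and was at -0.35 as the mean of its probe sets. The mitosis scores of Cebpa Δ/Δ 1 to 4 were 0.53, 0.12, 0.31 and -0.17 against -0.46, -0.05 and -0.29 in Cebpa fl/fl 1 to 3, so arrays 1 and 3 were high here as in the erythroid list. The replication scores were 0.36, -0.06, 0.26 and -0.15 against -0.06, -0.01 and -0.34, with Δ/Δ 2 and Δ/Δ 4 below fl/fl 2.

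Genes of p53 targets, DNA damage and apoptosis did not differ as groups. Of 30 p53 target genes (mean 0.09, camera adjusted p = 0.102) none passed the study's thresholds; Phlda3, a p53-induced repressor of Akt (0.43, SE 0.07), was the only one that passed adjusted over the list alone, and 0 passed over all genes. Without fl/fl 3 this list was higher (mean 0.21, adjusted p = 0.00635). Of 46 genes of DNA damage response and repair (mean 0.08, adjusted p = 0.160) none passed the study's thresholds and 0 adjusted over the list alone or over all genes, and the helicase gene Wrn had the smallest p (0.51, SE 0.13). Ogg1 (-0.22, SE 0.09) and Atm (-0.22, SE 0.09) went the other way at an unadjusted p under 0.05. They missed that p in 12 and 10 of 16 alternatives. Without Δ/Δ 4 this list was higher (mean 0.13, adjusted p = 0.0106). Of 38 apoptosis genes (mean 0.09, adjusted p = 0.0980), Birc5 and Emilin2 (1.07, SE 0.34) were higher at the study's thresholds, with 0 adjusted over the list alone or over all genes. Birc5 inhibits apoptosis and is shared with the mitosis list, and Emilin2 is an extracellular matrix gene. Without fl/fl 1 or fl/fl 3 the limma p of Emilin2 was 0.0689 or 0.0529.

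Interferon response genes were higher in Cebpa Δ/Δ HSCs (42 genes, mean 0.32, camera adjusted p = 3.74e-09, and adjusted p = 0.104 with an estimated correlation). 6 were higher at the study's thresholds and none lower, and 0 passed adjusted over the list alone or over all genes. The antiviral genes Ifit1 (0.91, SE 0.22), Rsad2 (0.90, SE 0.22), Xaf1 (0.58, SE 0.11) and Oasl1 (0.45, SE 0.11) had the smallest p. Both genotypes had received the interferon inducer pIpC. Immediate early genes did not differ as a group (35 genes, mean -0.24, adjusted p = 0.124), with the phosphatase gene Dusp6 (8.10 in Cebpa fl/fl and 7.10 in Cebpa Δ/Δ HSCs) and Rgs1 (-1.25, SE 0.49) lower at the study's thresholds and 0 adjusted over the list alone or over all genes. The list scores of fl/fl 3 and Δ/Δ 4 (0.99) stood above those of the other arrays (-0.53 to -0.41). Without fl/fl 3 the list was higher in Cebpa Δ/Δ HSCs (mean 0.35, adjusted p = 0.0395), and it was lower without Δ/Δ 4 (-0.60, adjusted p = 0.000116), without fl/fl 1 (-0.52, adjusted p = 0.00435) or without fl/fl 2 (-0.54, adjusted p = 0.00958), with array medians subtracted (-0.19, adjusted p = 0.00706) or with array weights (-0.32, adjusted p = 0.0433). Dusp6 was at -0.57 without fl/fl 3 and missed an unadjusted p of 0.05 without Δ/Δ 2 (limma p 0.0610) or Δ/Δ 3 (0.0727), and Rgs1 missed it without Δ/Δ 1, Δ/Δ 2, Δ/Δ 3, fl/fl 1 or fl/fl 3 (0.0574 to 0.117), with a value of -0.73 without fl/fl 3, and with low values raised to the percentile 25 (0.0625). The same 2 arrays were high in the quiescence list (0.59 and 0.48), which shares 7 genes with this one.

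Among metabolic lists, oxidative phosphorylation was higher in Cebpa Δ/Δ HSCs (46 genes, mean 0.20, camera adjusted p = 2.13e-08, and adjusted p = 0.321 with an estimated correlation), although 0 genes passed the study's thresholds, 0 adjusted over the list alone and 0 over all genes. 44 of the genes had a positive log2 fold change, with Cox6a1 (0.46, SE 0.13), a subunit of cytochrome c oxidase, at the smallest p (0.30, limma p 0.0643, without fl/fl 1 and Δ/Δ 3). Scores of this list were high in Δ/Δ 1 and Δ/Δ 3 (0.24 and 0.19), the arrays with the highest erythroid scores, but 0.01 and -0.09 in Δ/Δ 2 and Δ/Δ 4, against -0.09, -0.02 and -0.24 in Cebpa fl/fl 1 to 3. Aminoacyl-tRNA synthetase and amino acid response genes were higher (36 genes, mean 0.15, adjusted p = 0.00632, and adjusted p = 0.321 with an estimated correlation), but not without fl/fl 3 (adjusted p = 0.0540). At the study's thresholds these were the asparagine synthetase gene Asns (1.06, SE 0.24) and Vldlr (0.88, SE 0.22), a lipoprotein receptor gene, with 0 adjusted over the list alone or over all genes. Cholesterol synthesis genes were lower (20 genes, mean -0.21, adjusted p = 0.000757, and adjusted p = 0.208 with an estimated correlation). The sterol transport gene Stard4 (-0.62, SE 0.25) passed the study's thresholds, 0 passed adjusted over the list alone or over all genes, and Mvd (-0.34, SE 0.09) had the smallest p. Glycolysis genes were lower (19 genes, mean -0.13, adjusted p = 0.0339, and adjusted p = 0.500 with an estimated correlation), with 0 genes past the study's thresholds, 0 adjusted over the list alone and 0 over all genes; the pyruvate kinase gene Pkm had a value of -0.51 (SE 0.16). That call was lost without fl/fl 2 (adjusted p = 0.0671), fl/fl 3 (0.0901), Δ/Δ 1 (-0.07, adjusted p = 0.222) or Δ/Δ 3 (0.0618), without both fl/fl 1 and Δ/Δ 3 (0.0503) and with only genes above the median level (0.0887), its mean was -0.09 (adjusted p = 0.0121) with array medians subtracted, and the scores of Δ/Δ 1 to 4 were -0.23, 0.08, -0.11 and 0.03. Pkm missed an unadjusted p of 0.05 without fl/fl 3 (limma p 0.0561), and Stard4 without Δ/Δ 1, Δ/Δ 2, Δ/Δ 4, fl/fl 1 or fl/fl 3 (0.0606 to 0.147) or with low values raised (0.0628). Ribosome biogenesis and MYC target genes did not differ (43 genes, mean 0.07, adjusted p = 0.133, 0 past the study's thresholds, 0 adjusted over the list alone and 0 over all genes) but were higher without fl/fl 2 (mean 0.12, adjusted p = 0.00227).

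Chromatin and transcription factor genes were compared because the study examines histone marks after the loss of Cebpa. Genes of DNA methylation and hydroxymethylation did not differ as a group (14 genes, camera adjusted p = 0.769), with a mean of -0.03 and a median of 0.02, camera's direction being down. Mbd2 (0.39, SE 0.11), a methyl-CpG binding protein gene, had the smallest p. Dnmt3b (-0.30, limma p 0.0168) and Dnmt3a (-0.21, limma p 0.0239) went the other way at an unadjusted p under 0.05. Dnmt3b missed that p without fl/fl 2 (0.0607) or fl/fl 3 (0.0565), and Dnmt3a missed it in 9 of 16 alternatives. The H3K4 and H3K27 methylation enzymes did not differ (35 genes, mean -0.04, adjusted p = 0.297), and in both lists 0 genes passed the study's thresholds, 0 adjusted over the list alone and 0 over all genes. Hematopoietic transcription factors did not differ as a group (46 genes, mean 0.03, median -0.08, camera's direction down, adjusted p = 0.580). Of these Gata1, Klf1, Id2 (1.47, SE 0.43) and E2f2 were higher at the study's thresholds, none was lower, and 0 passed adjusted over the list alone or over all genes. Hoxb4, a homeobox gene linked to HSC self-renewal, had a value of -0.38 (SE 0.09). In the C/EBP family, 0 of 6 genes passed the study's thresholds or the adjustment over all genes, and Cebpa and Cebpe (-0.32, SE 0.09) were lower adjusted over the list alone. Cebpb (0.14, SE 0.14), Cebpd (0.47, SE 0.30), Cebpg (0.28, SE 0.15) and Ddit3 (0.10, SE 0.11) did not reach an unadjusted p under 0.05, except Cebpg without fl/fl 1 (0.42, limma p 0.0277). Over the alternatives Cebpb ranged from 0.04 to 0.21 and Cebpd from 0.18 to 0.62. Cebpg ranged from 0.12 to 0.42, and Ddit3 from -0.04 to 0.17, so its sign depended on the setting.

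The genes named in the study's text and those it measured by qPCR were chosen in part on these arrays, so their counts are not independent evidence. Of the 9 genes in the text, Hmox1, Itgal and Emilin2 were higher and Ccnd2 lower at the study's thresholds, 3 higher and 2 lower adjusted over the list alone, and 0 over all genes. Of the 9 measured by qPCR, 3 of which the text also names, Cd48, Id2, E2f2 and Emilin2 were higher and Ccnd2 lower, 4 and 2 adjusted over the list alone and 0 over all genes. Hmox1 measured 6.53 ± 0.14 (SD, n = 3) in Cebpa fl/fl and 8.61 ± 0.70 (SD, n = 4) in Cebpa Δ/Δ HSCs, and the cyclin gene Ccnd2 measured 10.27 ± 0.16 and 9.56 ± 0.24 (-0.71, SE 0.15). The values of Tet1 (-0.50, SE 0.36), Mycn (-0.15, SE 0.11), Klf12 (-0.88, SE 0.49), Spred2 (-0.36, SE 0.28), Spi1 (0.24, SE 0.16), Egr2 (-0.18, SE 0.13) and the reference gene Actb (-0.04, SE 0.05) did not pass an unadjusted p of 0.05. Emilin2 missed it without fl/fl 1 (0.0689) or fl/fl 3 (0.0529), and Klf12 passed it without Δ/Δ 2 (-1.16, limma p 0.0486) but was at -0.48 without Δ/Δ 3. Without Δ/Δ 3 Tet1 was at -0.25, and without fl/fl 1 and Δ/Δ 3 Id2 was at 0.83 and Spred2 passed (-0.24, limma p 0.0355).

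**Figure D3:**
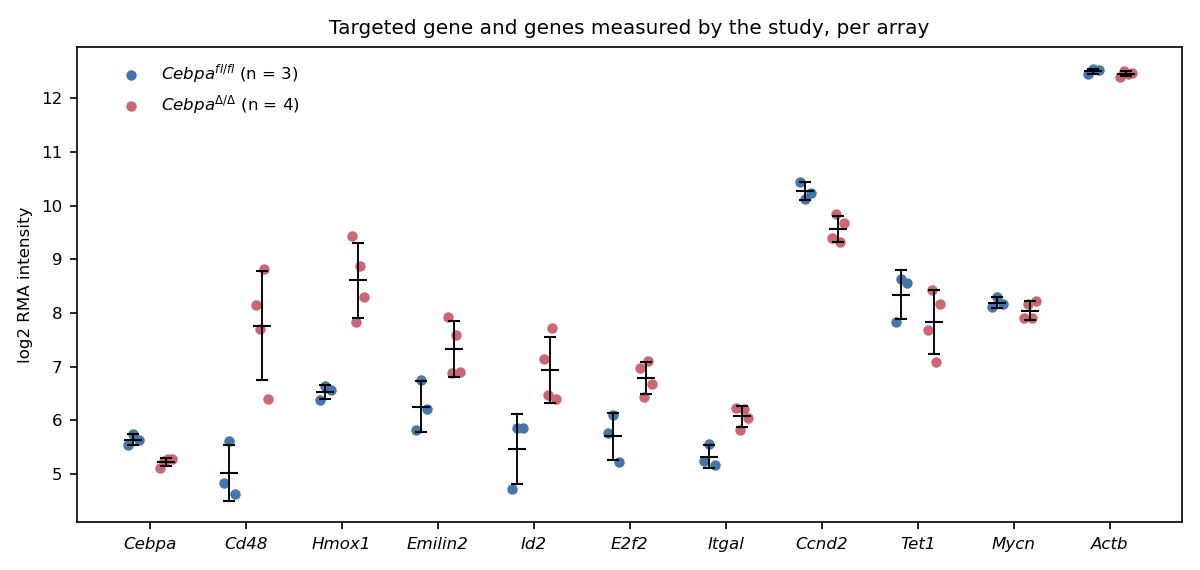
Log2 RMA intensity (vertical axis) of the targeted gene and of genes the study names or measured by qPCR, on each array; points are the 3 Cebpa fl/fl and 4 Cebpa Δ/Δ arrays, and black marks are the mean and 1 SD either way. Cebpa lies between 5.54 and 5.75 in Cebpa fl/fl and between 5.11 and 5.27 in Cebpa Δ/Δ HSCs, Cd48 and Hmox1 are higher in all Cebpa Δ/Δ arrays, and Actb overlaps between genotypes.

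Of the antigens used to gate the sort, Cd48 was higher in Cebpa Δ/Δ HSCs although cells carrying CD48 protein were excluded. It measured 4.82, 5.61 and 4.62 in Cebpa fl/fl 1 to 3 and 8.15, 7.70, 8.82 and 6.40 in Cebpa Δ/Δ 1 to 4 (exact permutation p = 0.0571). Among the 9 measured genes of the antigen list Flt3 was also higher and Ly6g lower at the study's thresholds. Cd48 and Ly6g passed adjusted over the list alone, and 0 passed over all genes. Flt3 is not among the antibodies the study names for the sort. CD34 was stained but is not part of the gate given for the arrays. Cd3e (0.30, limma p 0.0348) passed an unadjusted p of 0.05 but not the study's thresholds. It missed that p without Δ/Δ 2, Δ/Δ 3, fl/fl 1, fl/fl 2 or fl/fl 3 (0.0586 to 0.103). Kit (-0.34, SE 0.15), Slamf1 (-0.29, SE 0.29), which encodes CD150, Ptprc (-0.03, SE 0.08) and Cd34 (-0.25, SE 0.21) did not pass an unadjusted p of 0.05. Kit and Cd34 did so without Δ/Δ 2 (-0.43, limma p 0.0145, and -0.42, limma p 0.0168), Kit also with cyclic loess (-0.37, limma p 0.0357), and Flt3 missed it without fl/fl 1 (0.0649). Slamf1 was at -0.03 without Δ/Δ 3.

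Genes next to a region bound by C/EBPα in LSK cells asked whether bound genes change more often. Of 312 genes nearest to a region within 100 kb, 6 (1.92%) passed the study's thresholds, against 2.20% of all other genes, an odds ratio of 0.873 (95% interval 0.316 to 1.94, Fisher's exact test, two-sided p = 1). The 5 higher genes were Hmox1, Knl1 (0.86, SE 0.26), a kinetochore gene, the channel gene Aqp9 (0.66, SE 0.25), Emilin2 and Smap2 (0.63, SE 0.24), and the lower one was Ccnd2. A gene counted as bound here only if it was the nearest gene to a bound region. The paper instead searched from each changed gene to its nearest bound region, so its counts are not comparable. Itgal, which the paper lists as a target, counted among the other genes here. The odds ratio was 1.02 for higher genes (Fisher's exact p = 0.820) and 0.514 for lower genes (Fisher's exact p = 1). The 3 of 136 genes bound within 5 kb that were higher were Hmox1, Knl1 and Aqp9, none was lower, and the odds ratio for higher genes was 1.41 (Fisher's exact p = 0.477). As lists, genes bound within 5 kb (mean 0.02, median -0.00, camera's direction up, adjusted p = 0.826) and at 5 to 100 kb (176 genes, mean -0.03, adjusted p = 0.423) did not differ, and 0 genes of either passed adjusted over the list alone or over all genes. With 1 array left out, the odds ratio over all changed genes ranged from 0.541 (without fl/fl 1) to 1.27 (without fl/fl 2). With the replicate number as a block it was 0.456, and there was no call in any of these. Emilin2 missed an unadjusted p of 0.05 without fl/fl 1 (limma p 0.0689) or fl/fl 3 (0.0529), as did Knl1 (0.0602 and 0.0507).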

Values the study reported

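The study reported 110 genes with more than 1.5x lower expression and 261 genes with more than 1.5x higher expression in Cebpa Δ/Δ HSCs. It described Tet1 as down 1.4-fold in each of its probesets. In LSK cells it counted 397 regions bound by C/EBPα, 39% of them within 5 kb of a transcription start site.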

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

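All tests of explanations in this part, and the counts over other splits of the arrays, were chosen after the results were seen, while the comparison of each Cebpa Δ/Δ array with the other 3 by Dixon's ratio was fixed beforehand.

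In Cebpa Δ/Δ HSCs, 1 of the 4 arrays lay far from the other 3 for 14 of 205 genes and list scores, against 10.25 expected because chance gives about 1 in 20. Δ/Δ 4 stood apart in the scores of the immediate early genes (0.99 against -0.53 to -0.41, ratio of gap to range 0.921) and of the quiescence genes (0.48 against -0.21 to -0.13, ratio 0.885), and for Cebpd (6.65 against 5.79 to 5.85, ratio 0.928) and Cpa3 (7.10 against 8.57 to 8.87, ratio 0.834). Δ/Δ 3 stood apart for Spred2 (7.46 against 8.43 to 8.44, ratio 0.984), Lat (8.50 against 8.01 to 8.07, ratio 0.882) and Cebpg (8.38 against 8.13 to 8.16, ratio 0.872), and in the score of genes bound by C/EBPα within 5 kb (-0.04 against 0.02 in each of the others, ratio 0.906). Δ/Δ 2 stood apart for Thy1 (8.96 against 8.45 to 8.48, ratio 0.943), Angpt1 (10.25 against 9.70 to 9.75, ratio 0.915), Dnmt3a (ratio 0.869) and Pecam1 (7.65, with the other 3 arrays equal at 7.48, ratio 1). Δ/Δ 1 stood apart for Pglyrp1 (7.72 against 7.32 to 7.35, ratio 0.915) and Smc4 (9.59 against 9.32 to 9.36, ratio 0.841).

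Among the 12146 probe sets unnamed here, which entered no comparison of genes, 339 were lower and 133 higher in Cebpa Δ/Δ HSCs at the study's thresholds. That is 2.79% lower, against 0.693% of probe sets with 1 gene. The unnamed class as a whole was lower, with mean log2 values of 5.34 in Cebpa fl/fl and 5.24 in Cebpa Δ/Δ HSCs (exact permutation p = 0.0286). Probe sets with 1 gene had means of 5.975 and 5.982 (exact permutation p = 0.343). What the unnamed probe sets measure is not known here, and the cause of their difference was not tested.

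Mature neutrophil genes were lower in Cebpa Δ/Δ HSCs by a mean of -1.57. Neutrophils or their RNA in the Cebpa fl/fl sorts may account for this: the 18 changed genes of the list varied together within genotypes (mean pairwise correlation across genes 0.513, against 0.0747 at the 95th percentile of random lists of matched level). The same would follow from a shared programme within HSCs, and the lineage gate would remove neutrophils, although their most abundant transcripts S100a8 and S100a9 were the lowest of all named genes. A lower granulocyte programme within HSCs that lack C/EBPα stays open as well, because the mean of the 42 granulocyte-monocyte progenitor genes decides nothing: it was -0.17 (exact permutation p = 0.6, camera p = 0.477 with an estimated correlation) but turned to 0.06 without fl/fl 2. The paper reports that neutrophil granulocytes were lost from Cebpa Δ/Δ marrow. An equal carry-over of marrow RNA into all sorts could therefore also give lower neutrophil genes, without a change within HSCs. Carry-over and genotype cannot be told apart here, since the genotypes are the only groups of arrays.

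Erythroid and macrophage genes were higher in Cebpa Δ/Δ HSCs, most in Δ/Δ 1 and Δ/Δ 3, where HSC identity genes were lowest. A lower share of HSCs would raise the genes of the other cell types present in the marrow, and stays open. The neutrophil score, which differed by -1.57 (exact permutation p = 0.0286), cannot decide this. According to the paper, Cebpa Δ/Δ marrow had lost neutrophil granulocytes, so fewer HSCs in the sort need not raise neutrophil genes. Erythroid cells or their RNA in these sorts may account for the erythroid part, as its 30 changed genes varied together within genotypes (mean correlation 0.697, against 0.0815 at the 95th percentile of random lists), and macrophages for the other part (10 genes, 0.210 against 0.143). An erythroid programme within HSCs that lack C/EBPα would give the same covariation and stays open, untested. The most abundant genes of the macrophage list, Ctsd (0.28, SE 0.16) and Ctsb (0.22, SE 0.10), did not pass an unadjusted p of 0.05, though Ctsb did without Δ/Δ 4 (0.28). They decide nothing about macrophages. Both were already high in Cebpa fl/fl HSCs (9.72 and 8.48), where a small addition would hardly show. The lineage gate would remove erythroid cells and macrophages if they carried its antigens.

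Other splits of the 7 arrays into 3 and 4 were used to ask whether chance could give the counts. For the 314 higher genes at the study's thresholds only the real split, 1 of 35, gave as many, and the highest other gave 185. That argues against chance without excluding it. A share of 1 of 35 is the smallest possible here, and it was not adjusted for the several counts examined. For the 123 lower genes chance is not excluded, since 4 of 35 splits gave as many. Of the others 1, which groups fl/fl 2, fl/fl 3, Δ/Δ 2 and Δ/Δ 4, gave 134. The remaining splits (225 and 296) are no reference for chance, because they set all 3 fl/fl arrays and 1 Δ/Δ array against the other Δ/Δ arrays, so that lower there means higher in those. Nor is chance excluded for the 11 higher lists (4 of 35, highest other 16), but the other 3 of these splits each hold 3 of the 4 Δ/Δ arrays in the group of 4 and so carry part of the real difference, while the splits with 2 Δ/Δ arrays there gave at most 9. It is not excluded for the 5 lower lists either (18 of 35, highest other 15). The 15 comes from the split that gave 296 genes, which is no reference for chance here either, but a split with fl/fl 1, fl/fl 3, Δ/Δ 2 and Δ/Δ 4 gave 12. The adjusted counts of 0 higher and 0 lower genes say nothing about chance, since all 35 of 35 splits give at least 0 by construction (highest other 0).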

How the results depend on the processing

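Every alternative was planned except leaving out the 2 arrays that correlated least with the others, a test chosen after seeing the data. With array medians subtracted, 8 lists were lower rather than 5. That scaling moved the median log2 fold change of all genes to 0.0447. The means of the added lists became smaller in size, from -0.17 to -0.13 (granulocyte-monocyte progenitor), -0.24 to -0.19 (immediate early) and -0.12 to -0.07 (megakaryocyte and platelet). These added calls therefore do not stand for larger differences. With only the 9969 genes above the median level, 3 genes were higher and 2 lower after adjustment, where fewer genes were tested, and Cebpa, below that level, had no value. Without the 2 least correlated arrays, fl/fl 1 and Δ/Δ 3, 169 genes rather than 314 were higher at the study's thresholds. With every probe set, 499 rather than 123 were lower, where 339 unnamed ones, 151 with 1 gene (some genes have several) and 9 with several genes were counted. An estimated correlation in camera called 0 lists higher and 0 lower, and fry 5 higher and 1 lower. The cause of the other shifts was not tested.

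Leaving out each array in turn gave 0 to 1 higher and 0 to 3 lower genes after adjustment, 223 to 404 higher and 93 to 157 lower genes at the study's thresholds, 11 to 13 higher and 4 to 7 lower lists, a Cebpa log2 fold change between -0.46 and -0.36, and an odds ratio of bound genes between 0.541 and 1.27. The mean of the immediate early genes ranged from -0.60 without Δ/Δ 4 to 0.35 without fl/fl 3, where its direction reversed.

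Replicate numbers did not pair the arrays. Deviations from the genotype mean correlated at -0.02, 0.10 and -0.18 between arrays of the same number, and the highest pair was fl/fl 3 with Δ/Δ 4 (0.33), so not every array correlated best with its own number. With the number as a block, 292 genes were higher and 120 lower at the study's thresholds, 0 and 0 after adjustment, 13 lists were higher and 6 lower, Cebpa was at -0.43 and the odds ratio of bound genes was 0.456. As the number 4 occurs in Δ/Δ alone, the block also takes Δ/Δ 4 out of the comparison. The lists of DNA damage (adjusted p = 0.00571), mature B cell (0.0263) and immediate early genes (0.000181) passed with it, as they did without Δ/Δ 4 alone. With the block 33 named genes missed an unadjusted p of 0.05, and Brca1, Ctsb, Gadd45a and Mycn (-0.21, limma p 0.0379) passed it.

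Of the 16 lists called by camera, 0 kept their call in all alternatives, since the estimated correlation ended each call, and of the 16 others 8 stayed uncalled in all. Of 130 named genes with an unadjusted p under 0.05, 68 kept it in all alternatives that gave a value. Dim probe sets such as that of Cebpa limit what can be read, and slide or scan date was not run as a batch, because neither was given in the sources used here. The list score was not counted with the block, with array weights, under other variance models or with arrays left out.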

Other observations

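The tests in this part and the genes named were chosen after their values were seen.

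Genes of the imprinted cluster from Dlk1 to Dio3, which holds maternally expressed noncoding RNAs and many microRNAs, were higher in Cebpa Δ/Δ HSCs. Dlk1 measured 6.15 in Cebpa fl/fl and 8.86 in Cebpa Δ/Δ HSCs (log2 fold change 2.70, SE 0.51), and Mir377 (2.75, SE 0.45), Meg3 (2.17, SE 0.39), Rian (1.62, SE 0.31) and Rtl1 (0.59, SE 0.10) were higher as well. Dlk1 and Rtl1 are expressed from the paternal and Meg3 and Rian from the maternal chromosome. Of 48 genes in the cluster 47 had a positive log2 fold change (median 0.42), 10 had an unadjusted limma p under 0.05 and 9 passed the study's thresholds, and none was lower at an unadjusted p under 0.05. The 10 were 5 of 40 microRNA genes and 5 of the 8 others, and 0 genes passed after adjustment over all genes. Many microRNA genes of the cluster were dim in both genotypes, well below the median gene level of 5.86. Examples are Mir376c (1.55 in Cebpa fl/fl and 1.55 in Cebpa Δ/Δ HSCs), Mir411 (1.97 and 2.01) and Mir376b (2.19 and 3.63). Mir376b is among the 9 past the study's thresholds. The 47 positive signs and the median of 0.42 therefore rest in part on dim probe sets. Dlk1 and Meg3 (7.54 and 9.71) lay above that level.

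A hypothesis is that the cluster differs as a unit in HSCs that lack C/EBPα. Chance clustering is not excluded: with the higher genes shuffled over all positions 1000 times, 10.7% of the shuffles had a window of 48 neighbouring genes with as many as the 10 found here. The highest count in a window outside the cluster was 8. Stromal cells, which can express Dlk1, stay open as a source: the mean log2 fold change of 3 collagen genes was 0.0263 (SE 0.0420), but Sparc, Cxcl12 and Pdgfrb were higher. The gate for c-Kit, Sca1 and CD150 would remove such cells. The cluster was singled out after its values were seen, its genes share transcripts and are not independent, and the difference may also follow from other cells with an active cluster, which was not tested.

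Immediate early genes were high in 1 array of each genotype. Fos measured 5.02 and 4.92 in fl/fl 1 and 2, and 4.63, 5.03 and 5.07 in Δ/Δ 1 to 3, but 9.02 in Δ/Δ 4, and was highest in fl/fl 3. Egr1 measured 7.85 and 7.56 in fl/fl 1 and 2 but 10.88 in fl/fl 3, and 7.04, 7.25 and 6.47 in Δ/Δ 1 to 3 but 10.95 in Δ/Δ 4. The immunoglobulin segment Igkv10-96 measured 9.10 and 9.62 in fl/fl 1 and 2 but 2.52 in fl/fl 3, and 2.84, 2.60, 2.61 and 2.94 in Δ/Δ 1 to 4.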
